# Therapeutic Effect of Rapamycin on Aortic Dissection in Mice

**DOI:** 10.3390/ijms21093341

**Published:** 2020-05-08

**Authors:** Makiko Hayashi-Hori, Hiroki Aoki, Miho Matsukuma, Ryohei Majima, Yohei Hashimoto, Sohei Ito, Saki Hirakata, Norifumi Nishida, Aya Furusho, Satoko Ohno-Urabe, Yoshihiro Fukumoto

**Keywords:** aortic dissection, mTOR, rapamycin, smooth muscle cells, inflammation

## Abstract

Aortic dissection (AD) is a serious clinical condition that is unpredictable and frequently results in fatal outcome. Although rapamycin, an inhibitor of mechanistic target of rapamycin (mTOR), has been reported to be effective in preventing aortopathies in mouse models, its mode of action has yet to be clarified. A mouse AD model that was created by the simultaneous administration of β-aminopropionitrile (BAPN) and angiotensin II (AngII) for 14 days. Rapamycin treatment was started either at day 1 or at day 7 of BAPN+AngII challenge, and continued throughout the observational period. Rapamycin was effective both in preventing AD development and in suppressing AD progression. On the other hand, gefitinib, an inhibitor of growth factor signaling, did not show such a beneficial effect, even though both rapamycin and gefitinib suppressed cell cycle activation in AD. Rapamycin suppressed cell cycle-related genes and induced muscle development-related genes in an AD-related gene expression network without a major impact on inflammation-related genes. Rapamycin augmented the activation of Akt1, Akt2, and Stat3, and maintained the contractile phenotype of aortic smooth muscle cells. These findings indicate that rapamycin was effective both in preventing the development and in suppressing the progression of AD, indicating the importance of the mTOR pathway in AD pathogenesis.

## 1. Introduction

Aortic dissection (AD) is one of the most serious forms of cardiovascular disease. The abrupt disruption of the intima and media occurs with severe chest and back pain that is preceded by few, if any, symptoms [1]. After onset, AD causes further destruction of the aortic wall by tearing the medial layer apart, resulting in deterioration of the heart and distal organs. Untreated AD involving the ascending aorta (a Stanford Type A dissection) results in 75% mortality within 2 weeks [2]. When AD does not involve the ascending aorta (a Stanford Type B dissection), the acute mortality is approximately 10% [3]. According to the difference in the mortalities, current recommendations for therapeutic options are emergency surgery for Type A and medical therapy for Type B dissection [4]. In addition, recent advances in new devices and techniques for stent-grafting are making thoracic endovascular aortic repair a new therapeutic option. Even with the advancement in therapeutic options, patients suffer high mortality in the acute phase and long-term complications due to the progressive destruction of aortic wall in the chronic phase of AD [5]. Although new therapeutic options are much awaited, effective medical therapy is not available due to the lack of knowledge of AD molecular pathogenesis.

Several gene mutations are known to predispose individuals to AD [6]. The culprit genes for the syndromic aortic diseases include *FBN1* for Marfan syndrome, transforming growth factor β (TGFβ)-related genes for Loeys-Dietz syndrome, and *COL3A1* for type IV Ehlers-Danlos syndrome. The genes for the non-syndromic forms include those for contractile proteins of smooth muscle cells (SMCs), metabolism of SMCs, and extracellular matrix (ECM) metabolism. These hereditary forms of AD predisposition underscore the importance of SMCs and ECM metabolism in AD pathogenesis. The importance of SMCs in AD pathogenesis has also been demonstrated in animal models of AD, as we and others have identified molecules in SMCs that are protective against AD, including tenascin C [7], Stat3 [8], Akt2 [9], and Sirt1 [10]. In addition, inflammatory response is proposed to be important for AD [11,12,13,14]. The link between the inflammatory response and the altered function of SMCs in AD may be explained by the plasticity of the SMC phenotype in pathologic conditions [15]. In response to changes in their environment, SMCs may lose the contractile phenotype and acquire the synthetic phenotype that is characterized by the expression of secretory molecules, including cytokines and ECM molecules, as well as proliferative capacity. Indeed, acquisition of the SMC synthetic phenotype has been demonstrated both in human AD [16] and in animal models of AD [11,15,17,18]. Consistently, cell cycle activation was also reported in human AD [16,19], and we have demonstrated that the cell cycle activation precedes the proinflammatory response during the development of AD in mice [11].

Regarding the therapeutic target for AD, treatment of mice with rapamycin, an inhibitor of mechanistic target of rapamycin (mTOR), was reported to prevent AD in mice with postnatal disruption of *Tgfbr2* in SMCs, a model of Loeys-Dietz syndrome [17,20], and in another AD model that was induced by administration of β-aminopropionitrile (BAPN). The beneficial effect of rapamycin was associated with suppression of the proliferative response and recovery of aortic contractility in the Loeys-Dietz syndrome model. However, it is unclear whether these findings are specific to the aortopathy due to the specific disruption of *Tgfbr2* in SMCs. Furthermore, it is unknown whether rapamycin is effective in treating AD after it develops. In this study, we examined the effects of rapamycin and gefitinib, an inhibitor of growth factor signaling, in a mouse AD model created by the administration of BAPN and angiotensin II (AngII) [21]. To better understand the molecular pathogenesis of AD and the effect of rapamycin, we analyzed gene expression networks and intracellular signaling in the AD model and in cultured SMCs.

## 2. Results

### 2.1. Effect of Cell Cycle Inhibitors on AD

We previously reported that cell cycle activation precedes AD development. This finding prompted us to test the effect of cell cycle inhibitors, namely gefitinib, an inhibitor of epidermal growth factor receptor (EGFR), and rapamycin, an inhibitor of mTOR, on AD. We created a mouse model of AD by continuous infusion of angiotensin II and β-aminopropionitrile (AngII + BAPN) [21]. In this model, AD started to develop around day 7 of AngII + BAPN infusion and further progressed during the observational period of 14 days of AngII + BAPN infusion. The time course of this AD model allowed us to examine the effect of cell cycle inhibitors on both the development and progression of AD. We examined the expression of cyclin D3 as an indicator of cell cycle activation (Figure 1A). Both gefitinib and rapamycin suppressed cyclin D3 expression after 3-day infusion of BAPN + AngII before AD development, suggesting that the EGFR and mTOR pathways are involved in cell cycle activation during AD development. Rapamycin showed more effective suppression of cyclin D3 than did gefitinib, albeit both suppressed cyclin D3 to levels comparable to that of the vehicle-treated group. Macroscopic examination revealed that gefitinib had no obvious effect on AD. On the other hand, rapamycin showed a striking suppression of AD development after 14-day BAPN + AngII challenge (Figure 1B, Table 1, *p* < 0.01 by Fisher’s exact test) without significant changes in systolic blood pressure, pulse rate or body weight (Figure S1). Therefore, we decided to focus on the effect of rapamycin on AD either in the preventive protocol or in the therapeutic protocol (Figure S2). In an experiment with an increased number of mice with the preventive protocol, the incidence of AD was 69.4% in the vehicle (dimethylsulfoxide; DMSO) group (BA+DMSO) and 20.0% in the rapamycin group, demonstrating significant suppression of AD by rapamycin (Table S1, *p* < 0.01 by Fisher’s exact test). Rapamycin treatment significantly suppressed AD severity as determined by the lesion length [8,21] (Figure 1C). Western blot analysis showed that rapamycin reduced cyclin D3 expression, as well as the levels of total and phosphorylated p70 S6 kinase without changes in the ratio of the phosphorylated form to the total protein (Figure 1D).

### 2.2. Rapamycin-Sensitive Cell Types in AD

To assess the effect of rapamycin in a cell type-specific manner, we performed immunostaining for Ki67, a marker of cell proliferation, and smooth muscle α-actin (SMA), a marker SMCs (Figure 2, Figure S3). BAPN + AngII challenge induced Ki67 expression in both SMA-positive and -negative subpopulations, and this expression was suppressed by rapamycin in both. We also examined the expression of Ki67 with CD45, a marker of inflammatory cells (Figure S3). BAPN + AngII challenge induced Ki67 expression in both CD45-positive and -negative subpopulations, and this expression was suppressed by rapamycin in both. We also examined the expression of Ki67 with specific inflammatory cell markers, namely B220 for B cells, CD3 for T cells, Iba-1 for macrophages, and Ly-6G for neutrophils (Figure S4). Among these inflammatory cells, Ki67 expression overlapped with some Iba-1-positive cells in aortic tissue with BAPN + AngII challenge. Since the numbers of inflammatory cells were small at day 3 of BAPN + AngII, we could not quantitatively assess the Ki67-positive cells or the effect of rapamycin on other cell types. These results suggested that BAPN + AngII activated the cell cycle in a rapamycin-sensitive manner in various cell types: SMA-positive SMCs, CD45-positive inflammatory cells, and the double-negative cell population.

### 2.3. AD-Related Gene Expression Network

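Part of the expression data behind the gene expression network came from aortas of mice with a smooth muscle-specific deletion of Socs3, a feedback inhibitor of Stat3, which is 1 of the 3 transcriptome datasets that the paper combined (Section 4.4). The arrays of the rapamycin experiment and those of the Il17a deletion and high salt experiment were not analysed here. Aortic RNA of male mice was hybridised to 12 one-colour microarrays, each of which carried 62976 spots and 55681 different probes apart from controls. There were 3 arrays each from WT mice before challenge, WT mice at day 3 of BAPN + AngII, smSocs3-KO mice before challenge and smSocs3-KO mice at day 3. BAPN, an inhibitor of the enzyme that crosslinks collagen and elastin, was given at 150 mg/kg/day, and AngII, a pressor hormone, was given at 1000 ng/kg/min. WT mice were littermates that carried the floxed Socs3 allele without the Cre transgene. Because Socs3 itself was not lower on the arrays of the deletion mice, these are called the arrays labelled smSocs3-KO. The authors scanned the arrays and extracted 1 processed signal per spot with Feature Extraction software, which subtracts the background and corrects for its spatial trends. From there, the log2 processed signal was set against the 75th percentile of its array. Probes well above background on all arrays of at least 1 group were kept, the brightest kept probe stood for its gene, and all 4 groups were fitted in 1 linear model with limma, which gave 22755 genes tested. The share of spots well above background had a median of 58.8% (range 58.4% to 59.7%) in WT before challenge, 55.6% (55.4% to 58.9%) in WT at day 3, 59.7% (57.1% to 61.2%) in smSocs3-KO before challenge and 59.96% (59.6% to 60.4%) in smSocs3-KO at day 3. No spot was saturated. Within groups, the lowest correlation between arrays across genes was 0.964 and the highest was 0.992, where genes are not independent replicates. The precision is limited by the 3 arrays per group, for which an exact two-sided permutation test cannot give a p below 0.1. The arrays lay on 2 slides. All 6 WT arrays and 1 array labelled smSocs3-KO before challenge were on slide 1, and the other 5 arrays labelled smSocs3-KO were on slide 2, so that a genotype difference is also largely a difference between slides. In a fit with the slide as a block, the genotype differences before challenge and at day 3 rest on that 1 array of slide 1.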

To better understand the effect of rapamycin on AD, we performed transcriptome and gene expression network analyses (Figure 3, Figures S5–S8). The Bayesian network analysis of the AD-related genes revealed several subnetworks of genes that were co-regulated in response to BAPN + AngII challenge and rapamycin treatment (Subnetworks #1, #2, and #3 in Figure 3). 

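Co-regulation was examined in the 12 arrays of the Socs3 deletion dataset with lists of cell cycle genes, inflammation genes and smooth muscle contractile genes. The lists were drawn up from general knowledge of these functions before the data were examined, not from Table S2, and do not hold the members of the subnetworks. Over all 12 arrays, the median Pearson correlation between pairs of the 46 measured cell cycle genes was 0.945, compared with 0.011 for random lists of the same size matched on mean expression. For the 33 inflammation genes it was 0.722, compared with 0.003, and for the 26 contractile genes it was 0.596, compared with 0.055. After the mean of each group was subtracted, the corresponding medians were 0.877, 0.548 and 0.555, each higher than in all 10000 random lists. These within-group values rested in part on WT day 3 replicate 4, which differed from the other day 3 WT arrays. Without this array the medians were 0.634 for the cell cycle genes, 0.428 for the inflammation genes and 0.213 for the contractile genes. On the arrays of WT mice at day 3, the mean log2 signal of the cell cycle genes was 3.99, 3.94 and 1.57 above the WT mean before challenge in replicates 1, 3 and 4, while on the 6 arrays before challenge it lay between -0.145 and 0.237. On the arrays labelled smSocs3-KO at day 3 it was 2.77, 1.77 and 1.44 in replicates 2, 3 and 5.

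**Figure D1:**
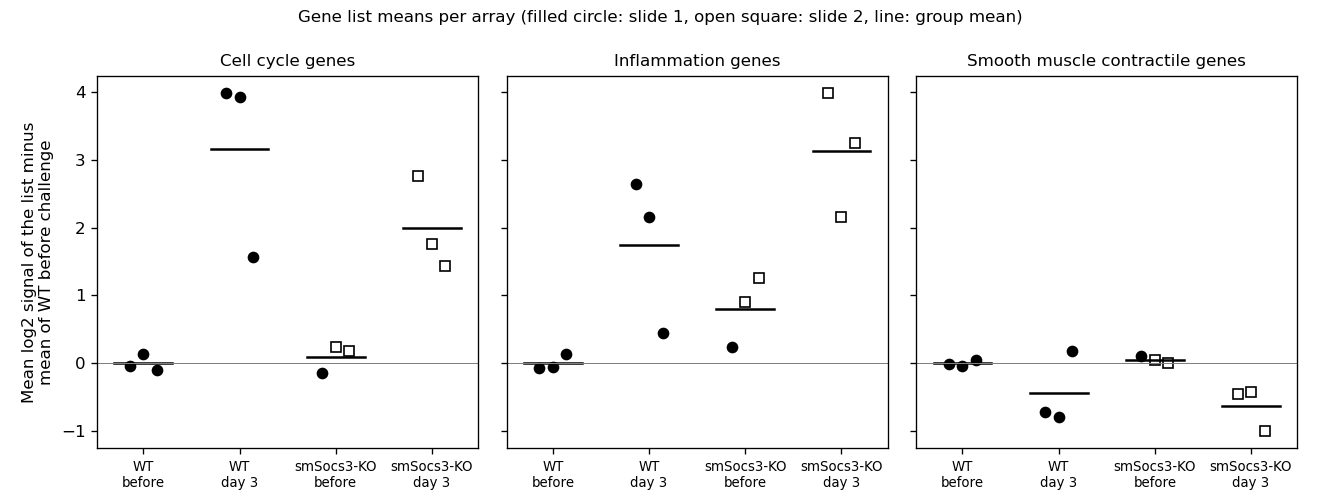
Mean log2 signal of the cell cycle, inflammation and smooth muscle contractile gene lists on each of the 12 arrays, minus the mean of the WT arrays before challenge, by genotype label and day (vertical axis, log2 units). Each point is 1 array, circles are arrays on slide 1, squares are arrays on slide 2 and the line is the group mean. The cell cycle genes lie above all arrays before challenge on every day 3 array, with WT replicate 4 at 1.57 and WT replicates 1 and 3 at 3.99 and 3.94.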

Gene annotation enrichment analysis revealed that Subnetwork #1 was enriched for cell cycle-related genes, Subnetwork #2 was enriched for inflammation-related genes, and Subnetwork #3 was enriched for genes related to cell size regulation and muscle development (Table 2, Table S2). BAPN + AngII challenge caused activation of Subnetworks #1, #2, and #3 (Figure S8). When the effect of rapamycin was examined, BAPN + AngII-mediated activation of Subnetwork #1 was reversed, Subnetwork #2 was unchanged, and Subnetwork #3 was further activated (Figure 3). These results suggested that rapamycin reversed cell activation by BAPN + AngII without having a major impact on the inflammatory response. In addition, rapamycin enhanced the activation of genes that are related to cell size regulation and muscle development.

### 2.4. Effect of Rapamycin on Protein Expression in the Aorta

AD pathogenesis involves an inflammatory response, and the gene-expression network analysis above suggested the importance of the growth response for the protective effect of rapamycin. We therefore examined the expression and activation of molecules in inflammatory and growth responses that are reported to participate in the mechanism of AD (Figure 4). Inflammatory and tissue repair signal mediators, namely activation (phosphorylation) of Jnk [22], and the expression of tenascin C [7] was induced by BAPN + AngII challenge. The cellular contents of the phosphorylated and total Smad2, which is involved in tissue repair response [6,21,23], were upregulated by BAPN + AngII and suppressed rapamycin, albeit the ratio of the phosphorylated form to the total proteins did not change. BAPN + AngII challenge activated signal mediators for cell survival and growth, namely Stat3 [8,11] and Akt1 and Akt2 [9,24], and this activation increased in the presence of rapamycin. We also examined the expression of myosin heavy-chain isoforms to assess the phenotypic modulation of SMCs; namely SM2, a marker of the contractile phenotype, and SMemb, a marker of the synthetic phenotype. Rapamycin treatment augmented the expression of SM2, and paradoxically also augmented the expression of SMemb.

### 2.5. Effect of Rapamycin on Stat3, Akt1, and Akt2 in SMCs

To further characterize the activation status of Stat3, Akt1, and Akt2 in aortic tissue, we performed double immunofluorescence staining for pStat3, pAkt1, and pAkt2 along with SMA, a marker of SMCs (Figure 5A, Figure S9 and S10). BAPN + AngII challenge caused pStat3 activation predominantly in adventitial non-SMCs, and additional rapamycin treatment augmented pStat3 in medial SMCs. BAPN + AngII caused activation of Akt1 and Akt2 mainly in medial SMCs, which were further augmented by the rapamycin treatment. We next examined if the rapamycin-mediated signal augmentations were intrinsic to SMCs, using aortic SMCs in culture (Figure 5B,C). Stat3 was activated by rapamycin alone but not by BAPN + AngII. Akt1 was activated only by the combination of BAPN + AngII and rapamycin, whereas Akt2 was activated by either BAPN + AngII or rapamycin, and its activation was further augmented by the combination of BAPN + AngII and rapamycin. These findings partly recapitulated the in vivo responses of Stat3, Akt1, and Akt2 in AD, and indicated the presence of SMC-intrinsic regulatory mechanisms for Akt1 and Akt2.

### 2.6. Effect of Rapamycin on AD Progression

The onset of AD is unpredictable and prevention of AD is very difficult, if not impossible. Therefore, therapeutic approaches can be implemented only in those with AD or at very high risk for AD. Based on this clinical situation, we tested if rapamycin treatment was effective after starting BAPN + AngII challenge. We first evaluated the time course of the BAPN + AngII model. At 7 days of BAPN + AngII challenge, the incidence of AD was 48.1% and the mean lesion length was 4.11 ± 1.25 mm (mean ± standard errors, *n* = 27, Table 3, Figure 6). We made a comparison between vehicle treatment and rapamycin treatment from day 7 to day 14 in the BAPN + AngII model (Figure S1, Table 3, Figure 6). At day 14 of BAPN + AngII challenge, the AD incidence was 100% for the vehicle group and 69.2% for the rapamycin group (*p* = 0.32 by Fisher’s exact test). The severity of AD as assessed by the lesion length was 8.53 ± 1.76 mm (mean ± standard errors, *n* = 10) for the vehicle group and 3.84 ± 1.55 mm (*n* = 13) for the rapamycin group (*p* < 0.05, Table 3, Figure 6), indicating that rapamycin can ameliorate the progression of AD after the start of the BAPN + AngII challenge.

## 3. Discussion

In this study, we demonstrated that rapamycin treatment was effective not only in preventing AD development but also in suppressing the worsening of AD once it began. The transcriptome analysis indicated that rapamycin selectively suppressed the cell cycle-related gene subnetwork without having a major impact on the expression of the inflammation-related subnetwork. Cell cycle activation in AD was confirmed at the protein and tissue levels, and was suppressed by rapamycin, indicating the importance of the rapamycin-sensitive mTOR pathway in cell cycle activation in AD. Rapamycin also activated the subnetwork of genes involved in muscle development. Consistently, expression of SM2, a marker of the contractile phenotype of SMCs, was preserved in the presence of rapamycin. In addition, the AD-suppressive effect of rapamycin was associated with the activation of molecules that are proposed to protect aortic tissue from AD, including Akt2 [9] and Stat3 [8] in SMCs.

A therapeutic effect of rapamycin on aortopathies has been reported in mice with *Tgfbr2* disruption in postnatal SMCs, a model of Loeys-Dietz syndrome [23]. The AD phenotype in Loeys-Dietz syndrome was recapitulated in the mouse model, concomitant with aberrant activation of the mTOR pathway, dysregulated cell proliferation, and loss of the SMC contractile phenotype, all of which were restored by rapamycin. Rapamycin also displayed a beneficial effect in a BAPN-induced AD model [25], although the detailed mechanism was not shown. In addition, rapamycin ameliorates abdominal aortic aneurysm in animal models [26,27,28,29], where its effect has been attributed to the suppression of inflammatory responses. On the other hand, activation of the mTOR pathway was observed in human aortic tissue in the presence of a bicuspid aortic valve, a clinical situation prone to aortic dissection, even though the tissue did not show obvious inflammation [30,31]. In our study, rapamycin showed little effect on the subnetwork of inflammation-related genes, and had no effect on the activation of Jnk, an inflammatory signaling molecule, in the AD model at day 3 of BAPN + AngII challenge. The difference between the previous reports on AAA and the current finding on AD may be due to that experimental AAA was created by inducing inflammation at the beginning, while the cell cycle activation preceded the proinflammatory response in the early stage of AD [11]. The effect of rapamycin was observed predominantly as a suppression of cell cycle in this study, perhaps because we observed the molecular phenotypes at the early time point of day 3 after the BAPN + AngII challenge. It is possible that if the molecular changes were observed at the later stage of AD, rapamycin may show the suppression of inflammatory response. Indeed, a previous study showed that rapamycin suppressed the inflammatory infiltrates after the development of AD [25]. These findings suggest that rapamycin may not ameliorate AD by suppressing inflammation, at least in the current experimental condition.

Rapamycin showed reciprocal suppression of genes related to the cell cycle and the activation of muscle development in aorta. The activation of cell cycle-related genes is consistent with previous reports in human AD samples [19] and in animal models [11,23], suggesting the importance of cell proliferation in AD pathogenesis. However, we found that gefitinib did not show a therapeutic effect on AD, even though it suppressed cyclin D3 expression to a level comparable to that of normal aorta. This finding suggests that a cell proliferative response per se may not be directly involved in AD pathogenesis. Alternatively, a gefitinib-sensitive mechanism may contribute to the proliferative response only partially, as suggested by the more prominent suppression of cyclin D3 by rapamycin than by gefitinib in the presence of BAPN + AngII challenge. If this is the case, incomplete suppression of the proliferative response may explain the absence of a therapeutic effect of gefitinib on AD.

Rapamycin-induced activation of muscle development-related genes and maintenance of the high expression of SM2, a marker of the contractile phenotype of SMCs, suggested that rapamycin preserved SMC contractility. Maintenance of the SMC contractile phenotype is a proposed mechanism for the rapamycin-mediated suppression of aortopathy in mice with SMC-specific postnatal disruption of *Tgfbr2* [23]. As for the regulation of SMC phenotype, the phosphatidylinositol 3-kinase (PI3-K)/Akt pathway is reported to mediate SMC differentiation by insulin-like growth factor-1 (IGF-1) [32]. In addition, the effect of rapamycin in maintaining the contractile phenotype by feedback activation of the PI3-K/Akt2 pathway has been demonstrated in cultured SMCs [33]. Consistently, we found that BAPN + AngII and rapamycin showed synergistic activation of Akt1 and Akt2 in cultured SMCs and in the mouse AD model. It has been reported that Akt2 confers protection against AD [9], and thus enhanced activation of Akt2 by rapamycin may contribute to the beneficial effect of rapamycin on AD. 

Another potential mechanism by which rapamycin protects the aorta is the activation of Stat3 in SMCs. Stat3 activation is reported to promote SMC survival and growth [34,35] and to drive SMCs to the synthetic phenotype [36]. In the context of AD, we previously demonstrated that SMC-specific activation of Stat3 reinforced aortic walls and protects the aorta by promoting the secretion of soluble factors that activate adventitial fibroblasts and collagen deposition [8], consistent with the notion that Stat3 promotes the synthetic SMC phenotype [36]. However, SMC-specific Stat3 activation resulted in higher expression of SM2 [8], suggesting that it maintains the SMC contractile phenotype in the aorta in vivo. Furthermore, the synergistic activation of Stat3 by BAPN + AngII and rapamycin was observed in the aorta, but not in cultured SMCs. These findings demonstrate the complex interplay among AD-inducing external stimuli, the activation of intracellular signaling, and SMC phenotypic regulation, which in concert determine the phenotype of AD. 

Our findings indicate that rapamycin is effective in preventing the development and worsening of AD. Considering the unpredictable nature of AD in people without known high-risk backgrounds, a therapeutic effect after AD development is important. On the other hand, for those with high-risk factors for AD, such as bicuspid aortic valve or familial aortopathies including Marfan syndrome and Loeys-Dietz syndrome, preventive intervention is desirable. In this regard, rapamycin may be a promising therapeutic agent before and after AD development. Since the rapamycin-sensitive functions of mTOR are quite diverse [37,38,39], including, but not limited to, cell proliferation, protein synthesis, energy metabolism, autophagy, and cell death, much more study is required to fully characterize the molecular pathway of aortic wall protection against AD. 

## 4. Materials and Methods 

### 4.1. Animal Experiments

All animal protocols were approved by the Animal Experiments Review Boards of Kurume University. All mice were fed normal chow and allowed access to freely available drinking water unless otherwise stated. All of the animal experiments were carried out using male mice aged 11–14 weeks because AD predominantly affects men [40]. AD was induced by simultaneous administration of BAPN (150 mg/kg/day, Sigma-Aldrich, St. Louis, MO, USA) and AngII (1000 ng/kg/min, Peptide Institute, Osaka, Japan) using osmotic minipumps (Alzet model 1002, DURECT, Cupertino, CA, USA) [21]. Two pumps, one for BAPN and another for AngII, were implanted while the mice were under anesthesia with 2% isoflurane. Gefitinib (100 mg/kg/day in 100 μL DMSO, Cayman Chemical, Ann Arbor, MI, USA), rapamycin (2 mg/kg/day in 100 μL DMSO, LC Laboratories, Woburn, MA, USA), or vehicle (100 μL DMSO) was intraperitoneally injected once a day. The dose of gefitinib was determined according to the previous study [41]. The dose of rapamycin was empirically determined in a preliminary study in which 1, 2, 4, or 8 mg/kg/day of rapamycin was tested in the mouse AD model. The dose of 2 mg/kg/day was chosen, as it suppressed cyclin D3 expression and the AD phenotype without affecting the white blood cell count in peripheral blood. For the preventive intervention, administration of rapamycin, gefitinib, or DMSO was started on the day of the implantation of BAPN and AngII pumps (Figure S1). For the therapeutic intervention with rapamycin, intraperitoneal injection of rapamycin (2 mg/kg/day in 100 μL DMSO) or vehicle (100 μL DMSO) was started on day 7 and continued to day 14 of BAPN + AngII challenge. The mice were killed by pentobarbital overdose at the indicated time points to collect tissue samples (Figure S1). BAPN + AngII challenge or rapamycin treatment did not affect systolic blood pressure, pulse rate, or body weight (Figure S2) The aortic tissue was excised either immediately for protein and mRNA expression analysis, or after perfusion and fixation with 4% paraformaldehyde in phosphate-buffered saline (PBS) at physiological pressure, for morphological and histological analyses. To analyze protein and mRNA expression, a 10 mm length of aorta was excised above the branching point of the right renal artery, quickly frozen in liquid nitrogen, and stored at −80 °C until sample extraction. The severity of AD was assessed by the extent and location of aortic wall destruction as previously described [21], because the extent of aortic destruction is a major determinant of the clinical course [1]. Briefly, the lesions with aortic wall destruction due to AD were defined by a diameter at least 1.5-fold greater than the reference diameter (Figure S2). Due to the differences in the reference diameters, the AD lesion lengths were determined in separate segments of aorta: arch, thoracic descending, suprarenal, and infrarenal.

### 4.2. Histological Analysis

We performed immunofluorescence staining on 5-μm sections, using antibodies to Ki67 (Abcam #ab16667), smooth muscle α-actin (SMA; Sigma-Aldrich, #A5228, St. Louis, MO, USA), CD45 (BioLegend #103101, San Diego, CA, USA), phospho-Stat3 (Cell Signaling Technology #9145, Danvers, MA, USA), phospho-Akt1 (Cell Signaling Technology #4060), phospho-Akt2 (Abcam #ab38513, Cambridge, UK), B220 (BD #553086, Becton Dickinson, Franklin Lakes, NJ, USA), CD3 (Abcam #ab11089), Iba-1 (Millipore #MABN92, Burlington, MA, USA), and Ly-6G (Abcam #ab25377). Nuclei were visualized using DAPI staining. Imaging cytometric analysis of mouse aortas was performed using ArrayScan XTI (Thermo Fisher Scientific, Waltham, MA, USA) and FlowJo 10 software (Becton Dickinson). Two aortic tissue sections were obtained from each mouse in four experimental groups, namely DMSO, BA + DMSO, rapamycin, and BA+rapamycin, where each experimental group included three mice.

### 4.3. Expression Analysis

To analyze protein expression, frozen aortic samples were pulverized using an SK mill (Tokken, Kashiwa, Japan) and proteins extracted with RIPA buffer (Nacalai Tesque #08714-04, Kyoto, Japan). After resolving the proteins using NuPAGE gels (Invitrogen, Carlsbad, CA, USA), immunoblotting was performed with antibodies to cyclin D3 (Cell Signaling Technology #2936), p70 S6 kinase (Cell Signaling Technology #2708), phospho-p70 S6 kinase (Cell Signaling Technology #9234), phospho-Stat3 (P-Tyr705, Cell Signaling Technology #9145), Stat3 (Cell Signaling Technology #12640), Smad2 (Cell Signaling Technology #5339), phospho-Smad2 (Ser465/467, Cell Signaling Technology #3108), Jnk (Abcam #ab112501), phospho-Jnk (Thr183/Tyr185, Cell Signaling Technology #4668), tenascin-C (Immuno-Biological Laboratories #10337, Fujioka, Japan), Akt1 (Cell Signaling Technology #2938), phospho-Akt1 (Ser473, Cell Signaling Technology #4060), Akt2 (Cell Signaling Technology #3063), phospho-Akt2 (Ser473, Abcam #ab38513), SM2 (Yamasa #7601, Choshi, Japan), non-muscle myosin IIB (SMemb, Abcam #ab684), GAPDH (Millipore #MAB374), and α-tubulin (Abcam #ab7291). We performed transcriptome analyses using the SurePrint G3 Mouse Gene Expression v2 8x60K Microarray Kit (Agilent, Santa Clara, CA, USA). The dataset has been deposited in the Gene Expression Omnibus of the National Center for Biotechnology Information (accession #GSE138558). Gene enrichment analysis was performed using the Database for Annotation, Visualization, and Integrated Discovery (DAVID, https://david.ncifcrf.gov/) [42]. 

### 4.4. Gene Expression Network Analysis

For the gene expression network analysis, we used the Bayesian network algorithm and the resultant network was expressed in a two-dimensional organic layout of nodes that represent individual genes, in which the proximity of the nodes indicates the strength of the correlations [11]. The nodes are connected by edges that represent the regulatory relationships that have the directionalities of up- or down-regulation as well as which gene regulates another. This analysis is based on the assumptions that (1) gene expression in the aorta is regulated by fixed relationships among the genes, making a regulatory network structure, and (2) a gene-expression pattern in a given condition is the result of a specific pattern of regulatory network activation without a change in the network structure. To construct the structure of the gene expression network in aortic tissue, we identified a set of genes of which expressions were significantly altered by various conditions. We calculated the relationships between a pair of genes with all combinations in the gene set. 

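For the 12 arrays of the Socs3 deletion dataset, correlations were computed for all 234955 pairs of the 686 genes past the paper's threshold in at least 1 of 4 pairwise comparisons. The median Pearson r was 0.391, and the median Spearman rho was 0.371. Pearson r was above 0.8 in 17.0% of the pairs and below -0.8 in 3.45%, compared with 2.83% and 1.75% among the same number of other tested genes drawn at random. With normexp background correction and quantile normalization, the alternative that moved this share most, 28.6% of pairs lay above 0.8. The genes were chosen for differences between the groups, which by itself raises these correlations. On residuals from the group means, 7.14% of the pairs lay above 0.8, compared with 3.18% for the random genes. This remainder depended on 1 array. Without WT day 3 replicate 4, the residual share for the same genes was 2.78%, below the 4.50% of the random genes. Over the 7 arrays of slide 1, 24.8% of the pairs lay above 0.8, compared with 7.60% for the random genes. Slide 2 held 5 arrays, too few for a correlation. These values describe gene pairs, which are not independent replicates, and were given no p.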

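The 2 challenge responses of the Socs3 deletion dataset, which share no array, were compared for their direction. Of the 284 genes past the paper's threshold in the WT challenge response, 277 (97.5%, exact 95% binomial confidence interval 94.99% to 99%) changed in the same direction on the arrays labelled smSocs3-KO. Of the 355 genes past the threshold in the smSocs3-KO challenge response, 325 (91.5%, interval 88.2% to 94.2%) changed in the same direction in WT. The intervals treat genes as independent, which they are not. Both responses shared 114 called genes, and all 114 had the same sign. Among the genes called in 1 genotype label only, 163 of 170 WT genes and 211 of 241 smSocs3-KO genes had the same sign under the other label. The change in the other genotype was smaller, with a median ratio of 0.615 for genes called in WT and 0.557 for genes called in smSocs3-KO, where genes were chosen for a large change in 1 of the 2.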

If the expressions of a pair of genes are regulated always in the same, or always in the opposite direction, regardless of the condition, those genes can be regarded as tightly coupled and the correlation is high. In order to calculate the relationships, we combined the transcriptome dataset of the aortic tissue in our AD model in various conditions (Figure S5), namely *Il17a* deletion and high salt challenge (GSE116434) [21], smooth muscle-specific deletion of *Socs3* (GSE147078) [8], and rapamycin treatment in the current study (GSE138558). 

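In the dataset of the smooth muscle-specific deletion, the deleted gene was examined first. Socs3 was measured by 1 probe, located on chromosome 11 from 117827480 to 117827539 of the mm9 mouse genome build, and the probe was well above background on all 12 arrays. Relative to the 75th percentile of each array, its log2 signal was 0.15, 0.17 and 0.58 in WT replicates 1, 2 and 3 before challenge and 0.10, 0.97 and 1.29 in replicates 1, 3 and 4 labelled smSocs3-KO before challenge. At day 3 it was 2.01, 2.13 and 0.47 in WT replicates 1, 3 and 4 and 3.10, 2.08 and 3.93 in replicates 2, 3 and 5 labelled smSocs3-KO. The signal was thus not lower under the smSocs3-KO label. The difference from WT was 0.49 before challenge (standard error 0.53) and 1.50 at day 3 (standard error 0.53, limma adjusted p = 0.199), neither of which passed the adjusted threshold. With the slide as a block, the difference was -0.20 before challenge and 0.47 at day 3. Both values rest on replicate 1 before challenge, the only array labelled smSocs3-KO on the slide of the WT arrays. The deletion is limited to smooth muscle, whereas RNA of the aortic tissue was measured. Whether the probe lies within the deleted part of the gene was not examined. Every direction given for the genotypes refers to these labels.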

The gene expression changes in a given comparison of two experimental conditions were considered significant when *p* < 0.01 and the fold changes were either more than 4 or less than 0.25 (Figure S6), which identified 1,221 non-redundant genes (Figure S7, Table S2). These genes were used to construct a single gene expression network in the aortic tissue.

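With the same threshold, limma's unadjusted p was used for the comparisons within the Socs3 deletion dataset, because the paper's statistics section (Section 4.6) gives tests for its data in general, chosen by the distribution of the data, and does not say which of them gave the p of the arrays. In WT, 284 of 22755 genes passed between day 3 of BAPN + AngII and before challenge, 244 of which were higher at day 3 and 40 lower. On the arrays labelled smSocs3-KO, 355 genes passed, 305 higher and 50 lower. Compared with WT, the arrays labelled smSocs3-KO had 54 genes past the threshold before challenge (48 higher, 6 lower) and 248 at day 3 (217 higher, 31 lower). Together these were 686 different genes, 241 of which passed in more than 1 comparison. The alternative that moved the total most was normexp background correction with quantile normalization, which gave 246. With Benjamini-Hochberg adjustment, 219 of the 284 WT genes, 176 of the 355 smSocs3-KO genes, 6 of the 54 and 117 of the 248 also had an adjusted p under 0.05. The counts rested on the arrays chosen. Without WT day 3 replicate 4, 604 genes passed in WT, and at day 3 between genotypes 205 were higher and 178 lower. At the adjusted threshold alone, 1063 genes passed in WT with all arrays. Without WT replicate 1 or 2 before challenge or WT day 3 replicate 1, limma gave 0 such genes (3943, 4222 and 3623 at an unadjusted p under 0.05), and with only the WT arrays in the fit it also gave 0 (6590 unadjusted). When the slide was taken as a block, the adjusted count of the smSocs3-KO response fell from 548 to 50. The block takes this response within slide 2, which in effect leaves out smSocs3-KO replicate 1 before challenge. Leaving out that array without a block gave 52, so the fall is not by itself a sign of a slide effect. With the block, the genotype differences rest on that 1 array.

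Among genes well above background on all arrays compared and without overlap between groups, Esm1, Kif20a and Spc25 rose most in WT. Kif20a, a mitotic kinesin whose probe lies on chromosome 18 from 34792251 to 34792310 (mm9), had a log2 signal of -3.25 ± 0.18 (SD, n = 3) before challenge and 1.74 ± 1.50 (SD, n = 3) at day 3, a log2 fold change of 4.99 (standard error 0.66, limma adjusted p = 0.0282). Mtap1b, Dntt and Hspa1a fell most, with log2 fold changes of -2.41, -2.37 and -2.25, and only Mtap1b had an adjusted p under 0.05 (limma, 0.0491). On the arrays labelled smSocs3-KO, Chi3l3, Cthrc1 and Ccl7 rose most, with log2 fold changes of 5.95, 4.67 and 4.24, and Gprasp2, Dntt and Atp6ap1l fell most, with log2 fold changes of -2.64, -2.61 and -2.47. All of these except Ccl7 and Dntt passed the adjusted threshold. Of the called ones, Chi3l3 also passed with the slide as a block, and Cthrc1, Gprasp2 and Atp6ap1l did not. Between genotypes before challenge, Dmkn, Slpi and Lcn2 were higher under the smSocs3-KO label by 5.61, 4.73 and 4.31, of which only Dmkn passed the adjusted threshold (limma, 0.0232), and no gene that was lower met all these conditions. At day 3, Slpi, Chi3l3 and Psap were higher by 5.50, 4.93 and 4.48, and Arc, Col15a1 and Diras2 were lower, with log2 differences of -3.50, -2.58 and -2.55. Of these 6, Psap, Arc and Diras2 passed the adjusted threshold (limma, 0.0486, 0.0208 and 0.0090). Psap was as high on 1 of the 3 arrays labelled smSocs3-KO before challenge as at day 3, and its day 3 difference was 1.69 with the slide as a block. The calls of these genes at the adjusted threshold also rested on the settings. Esm1, Kif20a and Spc25 lost theirs in 10, 9 and 9 alternatives and kept it in 12, 13 and 13, and for the other called genes the number of alternatives that lost the call ranged from 3 for Diras2 to 17 for Psap. A gene without overlap between 3 arrays and 3 arises by chance in 10% of cases. The paper reasons that genes whose changes always go together, whatever the condition, are tightly coupled, and derives its network from the pairs of genes selected at this threshold.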

### 4.5. Cell Culture Experiments

Mouse aortic SMCs (#JCRB0150) were obtained from the National Institutes of Biomedical Innovation, Health and Nutrition (Tokyo, Japan) and maintained in Dulbecco’s modified Eagle’s medium (Invitrogen) with high glucose and fetal bovine serum. Confluent SMCs were serum-starved for 24 h before starting the experiments. Serum-starved SMCs were stimulated with 10 nmol/L rapamycin or DMSO as vehicle for 1 h, followed by stimulation with or without 200 nmol/mL angiotensin II and 0.2 mM BAPN for 1 h. Cellular proteins were solubilized in RIPA buffer and subjected to immunoblotting.

### 4.6. Data Acquisition and Statistical Analysis

Animals were randomly assigned to the experimental groups. The data were acquired by researchers or technicians who were blinded to the genetic modification and experimental intervention of the mice. All data are expressed as means ± standard errors. Statistical analyses were performed with GraphPad PRISM 5 (GraphPad Software, San Diego, CA, USA). When the data passed the D’Agostino and Pearson normality test and Bartlett’s test for equal variances, we performed one-way analysis of variance to compare three or more groups, followed by Bonferroni’s multiple comparison correction. For non-normal data distributions, we performed the Kruskal–Wallis test followed by Dunn’s multiple-comparison test. For discontinuous data, we performed Fisher’s exact test to evaluate the statistical significance of the observations. Significance was accepted with a two-sided *p* < 0.05.

## Figures and Tables

**Figure 1:**
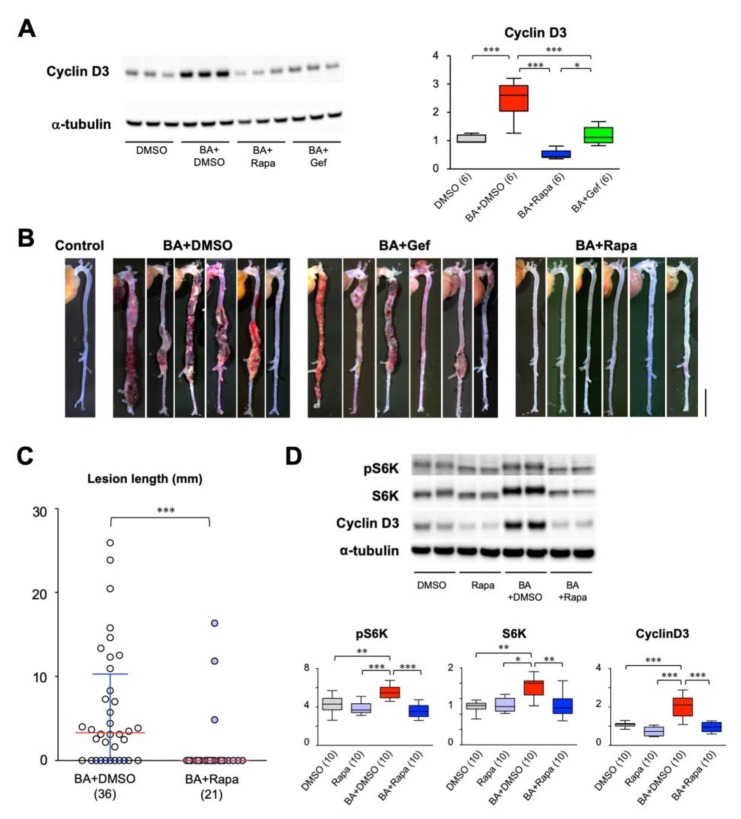
Effect of cell cycle inhibitors on aortic dissection (AD). (**A**,**B**) Effects of rapamycin and gefitinib on the expression of cyclin D3 (**A**) and macroscopic findings (**B**) in a murine model of AD. Scale bar: 5 mm. (**C**,**D**) Quantitative analysis of the effect of rapamycin on AD lesion length (**C**), p70 S6 kinase (S6K), activated (phosphorylated) S6K (pS6K), and cyclin D3 (**D**). The figures in parentheses indicate the numbers of independent observations. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Among the multiple experimental groups, all comparisons between two groups were tested and for simplicity only those with statistically significant differences are indicated.

**Figure 2:**
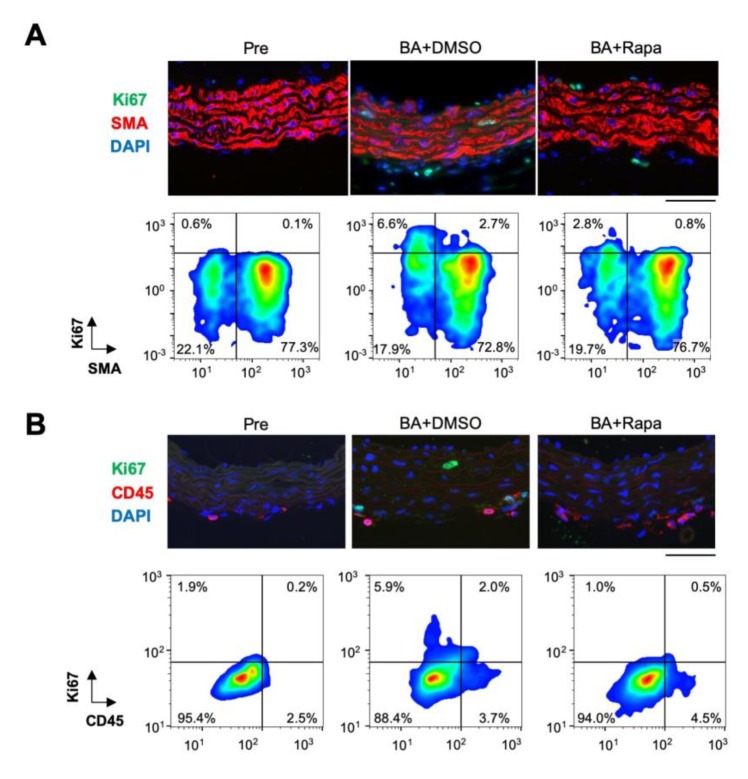
Effect of rapamycin in aortic tissue. Immunofluorescence staining of the aortic tissue for Ki67 and SMA (**A**) or CD45 (**B**) with nuclear 4’,6-diamidino-2-phenylindole (DAPI) staining, before (Pre) or after 3 days of BAPN + AngII challenge with vehicle (BA+DMSO) or rapamycin (BA+Rapa) treatment. Representative immunofluorescence images (upper panels) and scattergrams of imaging cytometry (bottom panels) are shown. The percentages of cell populations are indicated in the scattergrams of the quadrants as arbitrarily determined by the thresholds for the signal intensities of Ki67 (**A**,**B**), SMA (**A**) and CD45 (**B**). The thresholds are set constant for Pre, BA+DMSO, and BA+Rapa in a given double staining. Scale bars: 50 µm.

**Figure 3:**
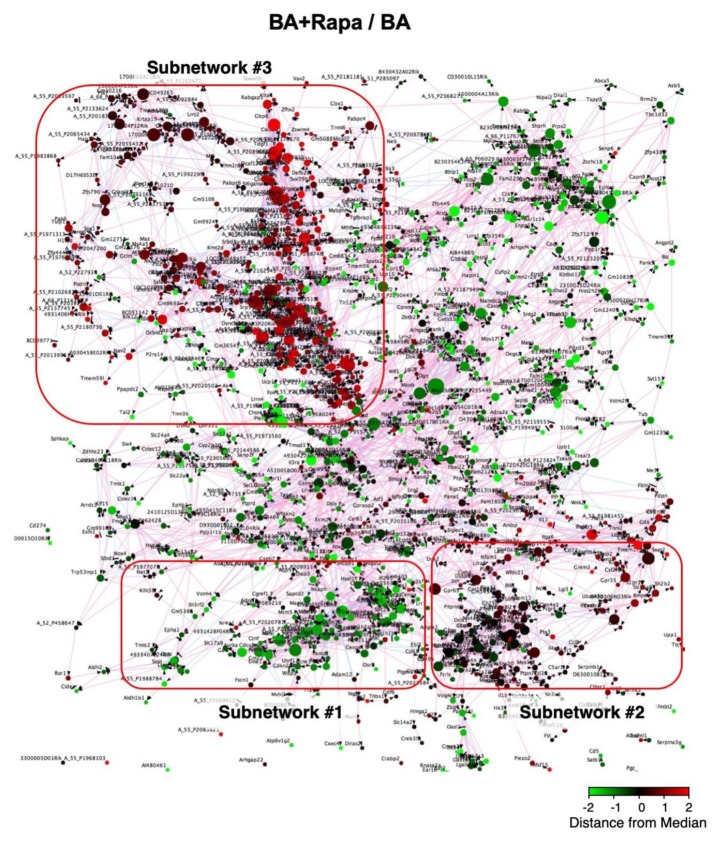
Gene expression network in AD. Organic plot of the Bayesian network analysis for gene expression. Each node represents a single gene that is color coded for induction (red) or suppression (green) by rapamycin in the presence of BAPN + AngII challenge. The genes are connected by red or blue edges that represent positive or negative correlations, respectively, between a pair of genes on both sides of the edge. The higher the correlations are, the closer the genes are plotted. Three clusters of the nodes represent the groups of genes making tightly coupled subnetworks (#1, #2, and #3) for their expressions.

**Figure 4:**
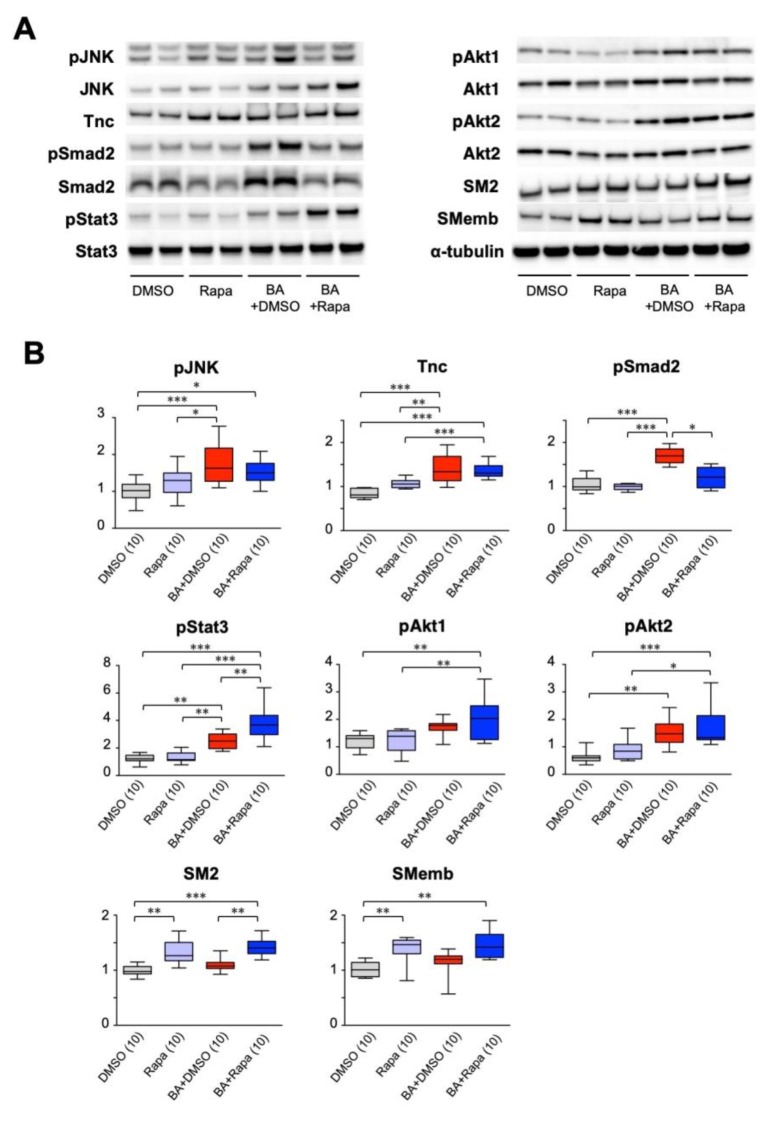
Effect of rapamycin on cellular signaling in AD. Effect of rapamycin on protein expression in the AD model with or without 3 days of BAPN + AngII challenge. Mice were treated with vehicle (DMSO) or rapamycin without or during the BAPN + AngII challenge (BA). Representative images for Western blotting (**A**) and quantitative analysis of the selected proteins (**B**) are shown. The figures in parentheses indicate the numbers of independent observations. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Among the multiple experimental groups, all comparisons between two groups were tested and for simplicity only those with statistically significant differences are indicated.

**Figure 5:**
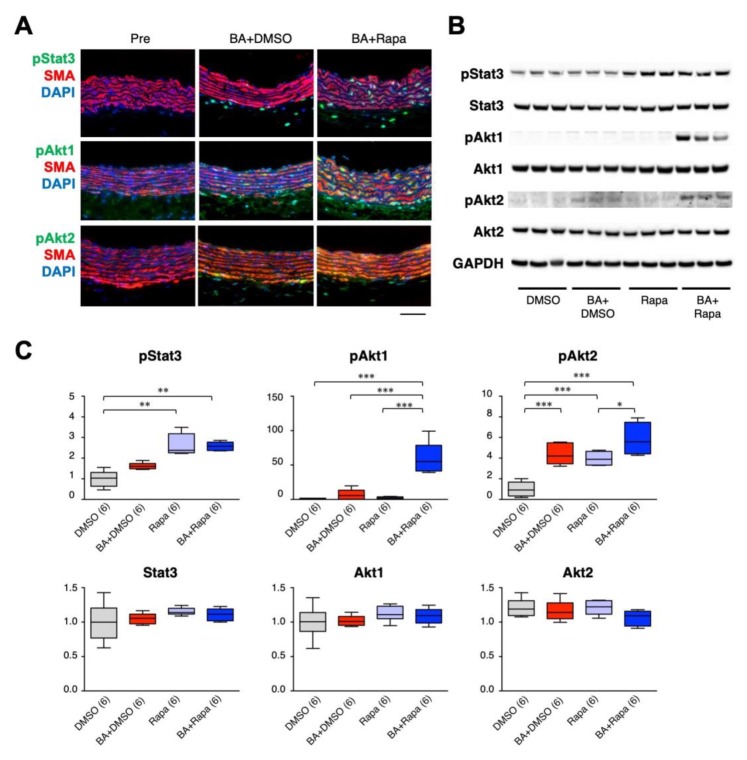
Effect of rapamycin on cellular signaling in SMCs. Effect of 3 days of BAPN + AngII (BA) and rapamycin on pStat3, pAkt1, and pAkt2 in aortic tissue (**A**) or in SMCs in culture (B, C). (A) Representative immunofluorescence images of triple staining for SMA (red), nuclear DAPI (blue) staining, and pStat3, pAkt1, or pAkt2 (green). Scale bar: 50 µm. (**B**) Representative images of Western blotting for the indicated proteins. Glyceraldehyde-3-phosphate dehydrogenase (GAPDH) served as an internal loading control. (**C**) Quantitative analysis of the indicated proteins. The figures in parentheses indicate the numbers of independent observations. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001. Among the multiple experimental groups, all comparisons between two groups were tested and for simplicity only those with statistically significant differences are indicated.

**Figure 6:**
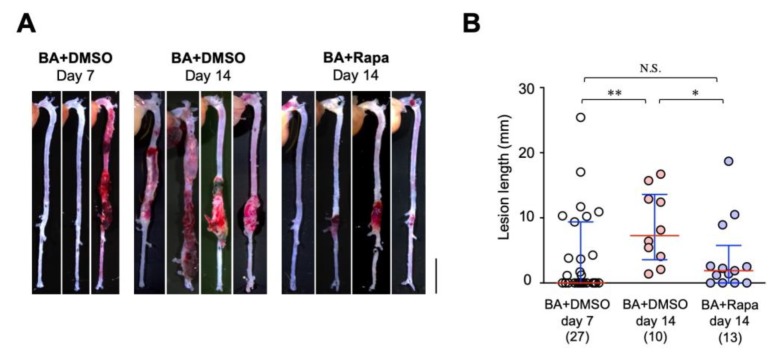
Therapeutic effect of rapamycin on AD. (**A**) Representative macroscopic findings at the indicated periods of BAPN + AngII infusion (BA) with vehicle (DMSO) or rapamycin (Rapa). Scale bar: 5 mm. (**B**) Quantitative analysis of the AD lesion length in the indicated experimental groups. The figures in parentheses indicate the numbers of independent observations. * *p* < 0.05, ** *p* < 0.01, *** *p* < 0.001.

**Table 1:** Effect of cell cycle inhibitors on AD incidence.

AD Phenotype	BA + DMSO	BA + Gef	BA + Rapa
AD +	11	9	2
AD –	3	0	6
Total	14	9	8
Incidence (%)	78.6	100.0	25.0

*p* < 0.01 by Fisher’s exact test.

**Table 2:** Gene annotation analysis for Subnetworks #1–#3 in Figure 3.

**Subnetwork #1**			
**Annotation cluster 1 (Enrichment score: 11.77)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0007049, cell cycle	49	<0.001
GOTERM_BP	GO:0022402, cell cycle process	42	<0.001
GOTERM_BP	GO:0000278, mitotic cell cycle	36	<0.001
**Annotation cluster 2 (Enrichment score: 10.65)**			
Category	Term	Gene count	*p* value
GOTERM_CC	GO:0044427, chromosomal part	37	<0.001
GOTERM_CC	GO:0005694, chromosome	38	<0.001
GOTERM_CC	GO:0000228, nuclear chromosome	24	<0.001
**Annotation cluster 3 (Enrichment score: 5.91)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0007067, mitotic nuclear division	26	<0.001
GOTERM_BP	GO:0051301, cell division	28	<0.001
GOTERM_BP	GO:0000226, microtubule cytoskeleton organization	17	<0.001
**Subnetwork #2**			
**Annotation cluster 1 (Enrichment score: 17.04)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0006955, immune response	66	<0.001
GOTERM_BP	GO:0006952, defense response	66	<0.001
GOTERM_BP	GO:0002684, positive regulation of immune system process	41	<0.001
**Annotation cluster 2 (Enrichment score: 17.03)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0006952, defense response	66	<0.001
GOTERM_BP	GO:0009605, response to external stimulus	81	<0.001
GOTERM_BP	GO:0051707, response to other organism	43	<0.001
**Annotation cluster 3 (Enrichment score: 9.43)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0050729, positive regulation of inflammatory response	18	<0.001
GOTERM_BP	GO:0050727, regulation of inflammatory response	21	<0.001
GOTERM_BP	GO:0002675, positive regulation of acute inflammatory response	8	<0.001
**Subnetwork #3**			
**Annotation cluster 1 (Enrichment Score: 2.40)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0090066, regulation of anatomical structure size	23	<0.001
GOTERM_BP	GO:0032535, regulation of cellular component size	16	<0.005
GOTERM_BP	GO:0008361, regulation of cell size	9	<0.05
**Annotation cluster 2 (Enrichment Score: 2.06)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0055001, muscle cell development	11	<0.005
GOTERM_CC	GO:0044449, contractile fiber part	12	<0.005
GOTERM_BP	GO:0030239, myofibril assembly	6	<0.005
**Annotation cluster 3 (Enrichment Score: 2.06)**			
Category	Term	Gene count	*p* value
GOTERM_BP	GO:0007584, response to nutrient	11	<0.005
GOTERM_BP	GO:0031667, response to nutrient levels	18	<0.005
GOTERM_BP	GO:0009991, response to extracellular stimulus	18	<0.01

**Table 3:** Effect of the therapeutic intervention by rapamycin on the incidence of AD.

AD Phenotype	BA+DMSO Day 7	BA+DMSO Day 14	BA+Rapa Day 14
AD +	13	10	9
AD –	14	0	4
Total	27	10	13
Incidence (%)	48.1	100.0	69.2

*p* = 0.32 by Fisher’s exact test.

## Supplementary Materials

Supplementary materials can be found at https://www.mdpi.com/1422-0067/21/9/3341/s1. Figure S1: Systolic blood pressure, pulse rate, and body weight of mice, Figure S2: Rapamycin administration protocols, Figure S3: Representative immunofluorescence staining images corresponding to Figure 2, Figure S4: Representative immunofluorescence staining images for Ki67 and cell type markers, Figure S5: Pair-wise comparisons in the transcriptome data sets, Figure S6: Volcano plots for the pair-wise comparisons in the transcriptome data sets, Figure S7: The heat map representation of hierarchical clustering of AD-related genes, Figure S8: Gene expression network in AD, Figure S9: Representative immunofluorescence staining images corresponding to pStat3 staining in Figure 5A, Figure S10: Representative immunofluorescence staining images corresponding to pAkt1 and pAkt2 staining in Figure 5A, Table S1: Effect of rapamycin on AD incidence, Table S2: Genes in Subnetworks #1 – #3.

## Abbreviations

AD	aortic dissection
AngII	angiotensin II
BAPN	β-aminopropionitrile
DAPI	4’,6-diamidino-2-phenylindole
DMSO	dimethylsulfoxide
EGFR	epidermal growth factor receptor
GAPDH	glyceraldehyde-3-phosphate dehydrogenase
IGF-1	insulin-like growth factor-1
mTOR	mechanistic target of rapamycin
PI3-K	phosphatidylinositol 3-kinase
S6K	p70 S6 kinase
Smad	Sma- and Mad-related protein
SMC	smooth muscle cell
Stat	signal transducer and activator of transcription
Tgfbr	transforming growth factor β receptor
Tnc	tenascin C

How the deposited data were processed for this re-analysis (not part of the article)

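Gene expression was measured in aortic tissue with 12 one-colour microarrays, 3 from each of WT mice before challenge, WT mice at day 3 of BAPN + AngII, mice labelled smSocs3-KO before challenge and mice labelled smSocs3-KO at day 3. Conditions and replicate numbers came from the sample labels and the doses from the treatment protocol and the paper's methods. The authors deposited the scanner output of each array, in which the processed signal is an intensity per spot on a linear scale, made with Feature Extraction (spot analysis version 10.7.1.1) by background subtraction with spatial detrending. A spot counts as well above background when its signal exceeds the background by 13 times the background's SD. The authors also deposited a table of processed intensity values for the same arrays. Each of its columns had a Spearman correlation of at least 0.99997 with the scanner values of its own array, and the values were quantile normalized by the authors on a linear scale.

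From these files, log2 of the processed signal was taken, control spots and spots with an outlier mark were left out, spots of 1 probe were averaged, and the 75th percentile of the array over all probes other than controls was subtracted. A probe was kept if it was well above background on all arrays of at least 1 group, which kept 32275 of 55681 probes. The probe with the highest mean stood for a gene, and 22755 genes were tested. Gene names are those of the array's design. Of the tested genes, 15583 (68.5%) had a symbol in the RefSeq gene table of assembly GRCm38.p6, which was used for names only, and 1487 of these have another symbol there now. Probe positions are those of the array files (mm9). A linear model with 4 group means was fitted with limma 3.58.1 in R 4.3.3, and its variances were moderated across genes. The comparisons were the challenge response in each genotype, the genotype difference before challenge and at day 3, the genotype by challenge interaction and the mean of both challenge responses. Genes were counted at the paper's threshold (p under 0.01 and a fold change above 4 or below 0.25) and at a Benjamini-Hochberg adjusted p under 0.05. The genes named were the genes of proteins that the paper measures or names, and, in each of the 4 pairwise comparisons, the 3 largest rises and the 3 largest falls among genes past the paper's threshold whose probe was well above background on all 6 arrays and unsaturated, whose groups did not overlap and which had a gene symbol. Of the 26 genes of the paper, 25 had a kept probe, and Il17a did not.

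Gene lists were tested with camera (preset correlation between genes of 0.01), with fry beside it, and adjusted over all 55 tests of list and comparison. Within groups, the genes of these lists had higher median correlations than this preset, so camera's p can be too small. The lists covered cell cycle, inflammation, contractile and striated muscle, fat, adrenal, lymphocyte, red blood cell, extracellular matrix, Stat3 target, immediate early, circadian and sex-linked genes. The genes that the paper names, 25 of them measured, were tested singly and not as a list. Of the other lists, the 11 with at least 5 measured genes were tested. The adrenal list had 4 measured genes, the Y-linked list 4 and the X inactivation list 0. In data simulated for the 22755 genes with 200 changed genes, the model called 192 of the 200 in the WT challenge response at the adjusted threshold and 19 unchanged genes, and in the interaction it called 181 and 11. The simulated changes were all past the paper's fold change threshold. The noise was independent between genes, without a slide difference or an outlying array. These counts therefore do not tell how many changed genes would be found in the measured data. Alternatives to the background correction, normalization, filter on dim probes, choice of probe, moderation of variances, arrays in the fit, slide and replicate number, and the omission of each array in turn, were fixed before the data were examined. The correlations within gene lists and their comparison with random lists, the omission of single arrays from these, and the scores of single arrays were chosen after the data had been seen. Coordinates of genes, exons and untranslated regions on mm9 were not used here, nor were the arrays of the paper's other 2 datasets. Signal over background limits the measurement of dim genes, and the 3 arrays per group limit the precision.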

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

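Tests of the slides were set before their values were seen, except that the use of the fit with the slide as a block, itself set before, to test the slides for the gene lists, and the omission of arrays from that fit, were chosen only after the values had been seen, as were the comparison of the slides before challenge for single genes and the test of a variant for Psap. Directions of genotype refer to the labels, under which Socs3 was not lower.

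The challenge response of 5 gene lists differed between the genotype labels by camera's test of the interaction (adjusted p under 0.05), a difference between groups. Camera's p can be too small here, since it was preset to a correlation of 0.01 between genes. Within groups, the median correlation was 0.877 for the cell cycle genes and 0.548 for the inflammation genes. It was 0.364 for the extracellular matrix genes, 0.5 for the Stat3 target genes and 0.376 for the circadian genes. The median log2 interaction, smSocs3-KO response minus WT response, was -1.44 for the cell cycle genes, 0.58 for the inflammation genes, -0.28 for the extracellular matrix genes, 1.01 for the Stat3 target genes and 1.04 for the circadian genes. With an array left out, the cell cycle value ranged from -2.28, without WT day 3 replicate 4, to -1.03, the Stat3 target value from 0.57, without smSocs3-KO day 3 replicate 5, to 1.09, the extracellular matrix value from -0.56, without WT day 3 replicate 4, to -0.13, without WT day 3 replicate 3, and the circadian value from 0.32, without WT day 3 replicate 3, to 1.76, without WT day 3 replicate 1. The inflammation value changed sign without WT day 3 replicate 4 (-0.11) and was 1.06 without WT day 3 replicate 1. None of the 5 passed under fry, whose adjusted p was 0.576 for the cell cycle genes and 0.419 for the Stat3 targets. No single gene passed the adjusted threshold for the interaction with limma (1259 had an unadjusted p under 0.05), so that chance cannot be excluded. In 30 of 100 splits of the arrays that exchanged genotype labels within days, as many genes passed the paper's threshold as the 69 observed. Labels were exchanged separately in each day, which can turn a genotype or slide difference into an apparent interaction. These splits therefore do not measure chance alone and decide nothing on it. The day 3 arrays of both labels also overlap in the cell cycle genes, since WT replicate 4 (1.57) lies among the arrays labelled smSocs3-KO (1.44 to 2.77). A fit with the slide as a block sets the WT response within slide 1 and the smSocs3-KO response within slide 2. The interaction in that fit was -1.51 for the cell cycle genes (camera adjusted p = 2.78e-09, from 2.42e-36 to 9.98e-05 over all alternatives) and 0.67 for the Stat3 target genes (camera adjusted p = 0.000161, from 7.03e-13 to 0.174), and with each of 11 arrays left out of this fit both kept their sign and passed under camera in 11 of 11 cases. This argues against a constant difference between the slides as the whole cause of these camera results. It leaves chance open, since fry's adjusted p was 0.654 and 0.545 in this fit. For the inflammation genes the value was 0.20 and did not pass. For the extracellular matrix genes it was -0.26 and passed, but with an array left out it passed in 4 of 11 cases. For the circadian genes it was 1.09 and passed, stayed between 0.66 and 1.86 with an array left out, and passed in 10 of 11 cases, with a camera adjusted p of 0.0558 in the other, which goes against the slides without excluding them. For these 3 lists the slides stay open, since passing within the slides depends on which arrays are used. Within the arrays labelled smSocs3-KO before challenge, 2 of the 5 lists moved between the slides in the direction of the interaction, which decides nothing with 1 such array on slide 1. A different response of the deletion mice to the challenge stays open.

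Dmkn, Psap, Arc and Diras2 are not discussed in the paper and differed between the genotype labels with a limma adjusted p under 0.05. Dmkn was higher by 5.61 before challenge, on 3 of 3 arrays labelled smSocs3-KO, among them the array on slide 1 (3.80), where the WT arrays of that slide before challenge lay between -2.42 and -1.06. At day 3, Psap was higher by 4.48, and Arc and Diras2 had log2 differences of -3.50 and -2.55, each in 3 of 3 arrays. Of the 4 genes, 2 moved between the slides in the direction of their genotype difference within the arrays labelled smSocs3-KO before challenge. In a fit with the slide as a block, genotype differences rest on the 1 array labelled smSocs3-KO on slide 1. With the slide as a block, the differences were 5.72 for Dmkn, 1.69 for Psap, -4.25 for Arc and -2.25 for Diras2, with limma adjusted p of 0.225, 0.539, 0.222 and 0.225. Over all alternatives, the adjusted p ranged from 0.0096 to 0.273 for Dmkn, from 0.00029 to 0.539 for Psap, from 0.0082 to 0.222 for Arc and from 0.0071 to 0.225 for Diras2. All WT arrays at day 3 were on slide 1 and all arrays labelled smSocs3-KO on slide 2, but a constant difference between the slides would also part the 2 arrays of slide 2 from the 4 of slide 1 before challenge. For Diras2 that difference was 0.077 (limma 95% interval -0.69 to 0.84), apart from the interval at day 3 (-3.27 to -1.83), and the intervals stayed apart with each array left out, 12 of 12 cases. This argues against such a difference as the whole cause for Diras2. For Arc it was -0.304 (interval -1.72 to 1.11, at day 3 -4.83 to -2.17), which goes against the slides, but with an array left out the intervals stayed apart in 9 of 12 cases, so the slides stay open. For Psap it was 2.536 and the intervals met, so slide and genotype cannot be told apart. For Dmkn, slide 2 differed from slide 1 by -0.16 within the arrays labelled smSocs3-KO before challenge, which goes against the slides but rests on 1 array of slide 1. An effect of the deletion on these genes, and chance for genes chosen among all, stay open.

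Psap fell into separate levels that did not follow the groups. It was at least 4.15 on 4 arrays, which were all 3 labelled smSocs3-KO at day 3 and replicate 4 before challenge, and at most 0.485 on the other 8. The sample labels give mice of mixed strain background, and a candidate explanation is an inherited variant near the probe. The probe lies on chromosome 10 from 59764825 to 59764884 (mm9). Of 97 measured genes within 5 Mb of it, 8 (8.25%) followed the pattern of Psap over the arrays (absolute r above 0.8), compared with 1047 of 22335 others (4.69%, one-sided Fisher's exact p = 0.0863). The test does not settle it, a variant under the probe alone stays open, and no biological explanation was tested.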

How the results depend on the processing

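The alternatives given here were set before the data were examined. At the paper's threshold, the main counts were 284 for the WT challenge response, 355 for the smSocs3-KO challenge response, 54 and 248 for the genotype differences before challenge and at day 3, 69 for the interaction and 281 for the mean challenge response. The alternatives not listed here gave a count within 1.5 times of the main one. With normexp background correction and quantile normalization, it was 111 in the WT response, 105 in the smSocs3-KO response, 11 in the genotype difference before challenge, 87 in the genotype difference at day 3, 13 in the interaction and 75 in the mean response. With no filter on dim probes, it was 120 in the interaction. With probes well above background on all 12 arrays, it was 133 in the WT response, 169 in the smSocs3-KO response, 21 in the genotype difference before challenge, 115 in the genotype difference at day 3, 25 in the interaction and 114 in the mean response. With a linear model without moderation of the variances, it was 236 in the smSocs3-KO response and 35 in the interaction. With the slide as a block, it was 224 in the smSocs3-KO response, and it was 232 without smSocs3-KO replicate 1 before challenge, which the block in effect leaves out of this response. The union over the 4 pairwise comparisons, 686 genes, was 246 with normexp and 318 with probes well above background on all 12 arrays, and within 1.5 times of 686 otherwise. Fewer probes enter under the stricter filter. The cause of the other changes was not tested.

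At the adjusted threshold, the main count was 1063, 548, 7, 247, 0 and 5209 in the same order. With normexp, it was 4 in the genotype difference before challenge. With quantile normalization, it was 577 in the WT response and 4 in the genotype difference before challenge. With the authors' processed values, it was 614 in the WT response and 4 in the genotype difference before challenge. With no filter on dim probes, it was 10 in the WT response, 176 in the smSocs3-KO response, 70 in the genotype difference at day 3 and 3355 in the mean response. With probes well above background on all 12 arrays, it was 3 in the genotype difference before challenge. With a linear model without moderation of the variances, it was 681 in the WT response, 26 in the smSocs3-KO response, 0 in the genotype difference before challenge and 43 in the genotype difference at day 3. With only the groups compared in the fit, it was 0 in the WT response and 71 in the genotype difference at day 3. With the slide as a block, it was 2295 in the WT response, 50 in the smSocs3-KO response, 0 in the genotype difference before challenge and 0 in the genotype difference at day 3. With limma, the count of 0 in the interaction (1259 genes at an unadjusted p under 0.05) stayed 0 in each of these settings that fits an interaction, which the fit with only the groups compared does not. For the challenge responses, the slide block in effect leaves out smSocs3-KO replicate 1 before challenge. Leaving out that array without a block gave 2264 in the WT response and 52 in the smSocs3-KO response. The cause of the other changes at the adjusted threshold was not tested.

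The groups share some replicate numbers, but neither the paper nor the labels say that a number marks a shared litter or day. Over the 11 pairs of arrays with the same number, the correlation of their deviations from the group means lay between -0.403 and 0.464 and was above 0.1 in 4. The highest values were those between the genotype labels before challenge, 0.464 for replicate 1 and 0.332 for replicate 3. At day 3 the value for replicate 3 was -0.201. Pairs with different numbers were not compared, so whether the numbers pair some samples stays open. With the replicate block, the number at the paper's threshold was 148 in the smSocs3-KO response and 118 in the interaction, and the adjusted count was 0 in the WT response, 1 in the smSocs3-KO response, 1 in the genotype difference before challenge, 2 in the genotype difference at day 3 and 862 in the mean response. With this block, 91.2% of genes called in WT and 69.6% of genes called in smSocs3-KO had the same direction under the other label. The values that changed sign with the replicate block were 0.061 and -0.15 for Mtor and immediate early genes in the smSocs3-KO response and -0.25 for inflammation genes in the interaction. The Stat3 target value in the interaction was 0.12 with the replicate block (camera adjusted p = 0.174, from 7.03e-13 to 0.174 over all alternatives), and 0 list tests were called by both camera and fry.

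With each array left out in turn, the counts at the paper's threshold ranged from 203 to 604 in the WT response, from 232 to 406 in the smSocs3-KO response, from 35 to 91 in the genotype difference before challenge, from 182 to 383 in the genotype difference at day 3, from 52 to 220 in the interaction and from 224 to 422 in the mean response. The counts of 604, 383, 220 and 422 were obtained without WT day 3 replicate 4. The adjusted counts ranged from 0 to 3714 in the WT response, from 38 to 1915 in the smSocs3-KO response, from 1 to 14 in the genotype difference before challenge, from 49 to 639 in the genotype difference at day 3, from 0 to 10 in the interaction and from 2534 to 6563 in the mean response. The adjusted WT count was 0 without WT replicate 1 or 2 before challenge or WT day 3 replicate 1, and 9, 6 and 3 without WT replicate 3 before challenge, WT day 3 replicate 3 and smSocs3-KO replicate 4 before challenge. The adjusted counts of 3714, 1915, 639 and 6563 were obtained without WT day 3 replicate 4. Where an array was left out, the 2 remaining arrays of its group were assumed to vary like the other groups. The union ranged from 604 to 964, the highest without WT day 3 replicate 4.

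The share of genes with the same direction under the other label was 97.5% for genes called in WT and 91.5% for genes called in smSocs3-KO. For genes called in WT it was 99.1% with normexp and 100% with probes well above background on all 12 arrays. For genes called in smSocs3-KO it was 94.29% with normexp, 94.2% with quantile normalization, 94.68% with the authors' processed values, 95.27% with probes well above background on all 12 arrays and 96.0% with only the groups compared in the fit. Leaving out single arrays gave 92.15% to 97.93% and 84.05% to 94.21%. The share of gene pairs with r above 0.8 was 17.0% over all arrays and 7.14% on residuals. It was 28.6% and 17.8% with normexp and, on residuals, 11.5% with probes well above background on all 12 arrays. With each array left out and the genes chosen again it ranged from 13.4% to 19.6% over all arrays and from 2.47%, without WT day 3 replicate 4, to 11.4% on residuals.

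The split into higher and lower genes moved by over 10 percentage points in some settings. For the slide as a block, 28 genes were higher and 28 lower before challenge between genotypes, 17 of them among the main 54, and 119 were higher and 64 lower at day 3, 52 of them among the main 248. With normexp, 101 genes were higher and 4 lower in the smSocs3-KO response, 11 and 0 in the genotype difference before challenge, and 10 and 3 in the interaction. For the interaction it was 50 and 15 with quantile normalization, 52 and 15 with the authors' processed values, 67 and 53 without a filter, and 14 and 11 with probes well above background on all 12 arrays. Without a filter, 226 were higher and 66 lower at day 3 between genotypes, and with probes well above background on all 12 arrays, 21 and 0 before challenge. With the replicate block, 106 were higher and 42 lower in the smSocs3-KO response. Without WT day 3 replicate 4, 205 genes were higher and 178 lower at day 3 between genotypes, compared with 217 and 31, and in the interaction 66 were higher and 154 lower, compared with 46 and 23, so that the majority reversed. For the interaction it was 47 and 40 without WT day 3 replicate 3, 92 and 24 without smSocs3-KO replicate 4 before challenge, and 82 and 22 without smSocs3-KO day 3 replicate 3. Before challenge between genotypes it was 37 and 16 without WT replicate 3 and 61 and 30 without smSocs3-KO replicate 1. Without WT replicate 3 before challenge it was 224 and 77 in the WT response. Without a filter, the median over all genes of the day 3 genotype difference was -0.207, compared with -0.106 in the main setting, and that of the smSocs3-KO challenge response was -0.228, compared with -0.105.

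Of 55 list tests, 23 passed under camera, 20 to 29 under the other settings, and 21 to 32 with an array left out. Both camera and fry called 4 in the main setting, 1 with the slide as a block, and 0 to 13 with an array left out, the 13 without WT day 3 replicate 4. Among the values of named genes under alternatives, 1364 kept direction and side of the adjusted threshold, 171 kept direction and lost the threshold, 44 kept direction and gained it, and 25 changed sign, none of which passed the threshold with either sign. Including gene lists, the changed values were -0.051, -0.050, -0.16, 0.099, -0.017 and -0.047 for Ccnd3, Stat3, Tgfbr2, striated muscle genes, fat genes and immediate early genes in the WT response with normexp, -0.046, -0.048 and -0.16 for Ccnd3, Stat3 and Tgfbr2 in the WT response with quantile normalization, -0.045, -0.033, -0.14, 0.20 and -0.073 for Ccnd3, Stat3, Tgfbr2, striated muscle genes and immediate early genes in the WT response and 0.018 for Mtor in the smSocs3-KO response with the authors' processed values, -0.0040 for immediate early genes in the WT response with probes well above background on all 12 arrays, 0.0098, 0.061 and -0.14 for Cd3e, striated muscle genes and red blood cell genes in the smSocs3-KO response and -0.20 for Socs3 in the genotype difference before challenge with the slide as a block. With an array left out, values ranged in the WT response from -0.015 to 0.16 for Tgfbr2, from -0.12 to 0.074 for striated muscle genes, from -0.20 to 0.19 for immediate early genes, from -0.093 to 0.091 for Cd3e, from -0.35 to 0.65 for fat genes, from -0.41 to 0.013 for Mtor, from -0.55 to 0.094 for circadian genes and from -0.14 to 0.020 for Rps6kb1, and in the interaction from -0.11 to 1.06 for inflammation genes, and in the smSocs3-KO response from -0.46 to 0.0098 for Cd3e, from -0.63 to 0.061 for striated muscle genes, from -0.64 to 1.33 for red blood cell genes, from -0.21 to 0.079 for Mtor, from -0.11 to 0.016 for Akt2 and from -0.27 to 1.05 for Tnc. Of the 48 values of the other paper-named genes in the genotype differences, which are not given singly, a choice made after their changes of sign had been seen, 27 changed sign under an alternative, and 0 were past the adjusted threshold.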

Other observations

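The tests of WT day 3 replicate 4, of the fat genes and of exchanged genotype labels were chosen only after their patterns had been seen, and the cell cycle genes were added to the first of these after its first measure had been seen. Genotypes are the labels' throughout.

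Challenge responses against other splits of the arrays. For the mean challenge response, 1 of 100 splits gave as many genes past the paper's threshold, the actual grouping, so chance can be excluded. In each of the 4 pairwise comparisons, 1 of 10 splits did, again the actual grouping, and 10 splits cannot exclude chance. At day 3 the actual genotype grouping is also the grouping by slide. Of the 248 genes called there, 70.2% moved the same way between the slides within the arrays labelled smSocs3-KO before challenge, compared with 59.6% of all tested genes. With 1 array of that group on slide 1, genotype and slide cannot be told apart for these genes as a set.

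WT day 3 replicate 4 differed from the arrays before challenge by less than the other day 3 WT arrays. Over the 355 genes called in the smSocs3-KO challenge response, its mean log2 change in the called direction was 0.722, compared with 2.425 and 2.21 in replicates 1 and 3. An unchallenged mouse labelled day 3 is argued against by the cell cycle genes, at 1.57 on this array and at most 0.237 on the 6 arrays before challenge. The first measure alone would not decide it, since the highest array before challenge reached 0.547 and the 6 arrays had an SD of 0.24. A dimmer array is argued against as well, since its share of spots well above background was -0.162 percentage points from that of replicate 3, which responded fully. A smaller or later response of this mouse stays open and was not tested.

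Socs3 was not lower on the arrays labelled smSocs3-KO. Within groups, its deviations followed those of 33 inflammation genes (Pearson r = 0.835, Spearman rho = 0.776, 12 arrays, one-sided within-group permutation p = 0.0255 from 1296 permutations, the only such relation tested), and r was 0.589 without the 2 arrays farthest from the median. This is consistent with Socs3 RNA from cells of inflamed tissue other than smooth muscle, which may hide a loss in smooth muscle, but induction of both by the same signal would look alike. Over the 7 arrays of slide 1 alone r was 0.948, and the 5 arrays of slide 2 are too few for a correlation. Smooth muscle RNA alone was not measured, and whether the Socs3 probe lies within the deleted part of the gene was not examined. Exchanged genotype labels were examined too. In Socs3, all WT arrays lay below all arrays labelled smSocs3-KO at 0 of 2 time points, which does not decide on an exchange of all labels. The Stat3 target genes go against it, since loss of an inhibitor of Stat3 would raise them. They were higher under the smSocs3-KO label in 13 of 15 genes before challenge (median 0.40, camera adjusted p = 0.000686, fry 0.576) and in 15 of 15 at day 3 (median 1.07, camera adjusted p = 4.53e-12, fry 0.0487). With the slide as a block these medians were 0.40, which did not pass under camera, and 1.07, which did. Both block values rest on the 1 array labelled smSocs3-KO on slide 1. With an array left out, the median before challenge ranged from 0.24, without smSocs3-KO replicate 4 before challenge, to 0.66, without replicate 1. The median at day 3 ranged from 0.80 to 1.34. Socs3 is 1 of the 15, and 5 of them are in another list. The inflammation genes were higher as well (29 of 33 at day 3), which could raise Stat3 targets whatever the genotype, and genotype follows the slides at day 3, so that an exchange of all labels is not excluded. For an exchange of 1 pair of labels, Dmkn was at most 0.93 on the 6 WT arrays and at least 2.98 on the 6 arrays labelled smSocs3-KO, and Slpi and Lcn2 also kept them apart, 3 of 3 genes, which speaks against it. These genes were named for their difference before challenge, and whether they follow the deletion is not known, so that a single wrong label is not excluded.

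Fat genes varied within groups. Their mean log2 signal ranged from -1.07 to 1.30 among the WT arrays at day 3 and from -1.075 to 0.69 among the arrays labelled smSocs3-KO before challenge. Of the 15 fat genes, 13 were measured and 0 are in another list. Cfd had a log2 signal of 4.92 ± 0.62 (SD, n = 3) in WT before challenge and Fabp4 of 4.43 ± 0.37 (SD, n = 3), so that the tissue holds fat transcripts on all arrays of that group. Within groups they moved together more than 99.98% of random lists, which is consistent with a varying amount of periaortic fat in the tissue. The Pearson medians within groups were high for several other lists too, such as 0.934 for the red blood cell genes, so that moving together does not single out fat.

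Lists and genes named for the paper's other samples. The paper states that BAPN + AngII activated all 3 subnetworks, for samples that include others than these 12 arrays, and the lists here do not hold their members. In the challenge responses of WT and of the arrays labelled smSocs3-KO, the median log2 change was 3.37 and 2.095 for cell cycle genes, 1.70 and 2.46 for inflammation genes, 1.31 and 0.53 for extracellular matrix genes, and 0.71 and 1.81 for Stat3 target genes. The contractile genes had medians of -0.34 and -0.66, with 2 and 1 of 26 genes higher. Single arrays moved some of these medians. Without WT day 3 replicate 4, the WT median was -0.68 for the contractile genes and 1.135 for the Stat3 target genes, without WT day 3 replicate 1 it was 0.93 for the inflammation genes, and without smSocs3-KO day 3 replicate 5 the smSocs3-KO median was 1.02 for the Stat3 target genes. Of the 23 list tests past the threshold under camera, 4 also passed under fry, namely the cell cycle and extracellular matrix genes in WT and the Stat3 targets in the smSocs3-KO response and in the day 3 genotype difference. The remaining lists had medians in the 2 responses of -0.04 and -0.27 (striated muscle), 0.12 and 0.64 (fat), -1.02 and -0.49 (lymphocyte), 0.87 and 0.24 (red blood cell), 0.04 and 0.30 (immediate early) and -0.19 and 0.55 (circadian). Of these only the lymphocyte genes in WT passed under camera in the main setting, and they lost the threshold in 3 alternatives. With the slide as a block, 2 more lists passed under camera in the smSocs3-KO response. These were the fat genes (0.98, camera adjusted p = 0.0073) and the circadian genes (0.79, camera adjusted p = 0.0449). The striated muscle genes in WT had a mean of 0.14, against the sign of their median. With an array left out, the smSocs3-KO median ranged from 0.093 to 1.095 for the fat genes and from -1.15 to -0.25 for the lymphocyte genes. It ranged from 0.073 to 0.68 for the immediate early genes and from 0.32 to 0.99 for the circadian genes. The WT median of the red blood cell genes ranged from 0.52 to 1.30. The means of the 4 measured adrenal genes per array lay between -0.418 and 0.470, and those of the 4 Y-linked genes between -0.581 and 0.242.

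Of the 25 paper-named genes, 4 passed over all genes and 9 when adjusted over the list alone in the WT challenge response, 1 and 13 in the smSocs3-KO response, 0 and 0 in the genotype difference before challenge, and 0 and 4 at day 3. Over all genes, those that passed were Mki67, Igf1, Fbn1 and Gapdh in WT and Ly6g in the smSocs3-KO response. Mki67 rose by 3.98 in WT (limma adjusted p = 0.0320, lost in 9 alternatives and kept in 13) and 2.23 under the smSocs3-KO label (limma adjusted p = 0.113), higher at day 3 in 3 of 3 arrays of either label. For the difference between the 2 responses, limma called 0 genes after adjustment and 1259 at an unadjusted p under 0.05. Igf1 rose by 2.20 and 1.54, and was called in WT only. Tnc rose by 2.33 and 0.46, the latter -0.27 without smSocs3-KO day 3 replicate 2, and was not called in either response. Ccnd3 RNA changed by 0.185 and 0.10, was not called, and changed by -0.046 in WT with quantile normalization. Myh11 changed by -1.02 and -1.22, and Myh10 by -0.54 and -1.21, and neither was called in either response. For the Gapdh name, the main probe lies on chromosome 7 (mm9) and changed by 0.79 and 0.22, and 1 of its 7 other probes had the opposite sign in the smSocs3-KO response.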
